A study of Mus musculus with 8 samples. Its data were reported in "Mesenchymal stromal cells in the bone marrow niche consist of multi-populations with distinct transcriptional and epigenetic properties" (2021).

How the data were processed

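Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open DNA and inserts sequencing adapters there. The material was bone marrow stromal cells of wild-type C57BL/6J mice aged 6 weeks. There were 7 libraries, titled ATAC1 to ATAC7, and an Input library that served as the control. The labels do not say which sorted population a title stands for, so libraries are named by their titles throughout, and any link of a title to a cluster of the study is an assumption. Each title had 1 library, and no value below has a replicate.

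The authors aligned the reads to the mouse genome build mm9 with bowtie and called peaks in each library separately with the two-sample mode of CisGenome against Input. They used a p-value limit of 1e-05 and kept peaks with an FDR under 0.01. Whether reads were shifted for the transposase or filtered for duplicates is not stated. A missing shift would move peak edges by a few bases.

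The deposited peak tables have no header, and their columns were identified from the values. The authors' tables give for each peak its rank, its start and end, and the bounds of a wider outer region from which the peak was cut. The ranking statistic and a further window value are non-negative signal columns made by the authors' peak caller. One column of the deposited tables is a score-like position that lay outside the outer region in 7 peaks, and it was not used. The deposited tables give whole-number read counts of the library and of Input in the outer region. Among 433 pairs of peaks with identical outer regions in 2 libraries, the Input count was the same in 433 and the library count in 4. The authors' fold over Input is a ratio: a scale factor times the library reads, divided by the Input reads plus 0.01. The offset means that a peak with 0 Input reads has a very high fold (the highest of each library lay between 61602 and 235833), which carries no information on its strength. The scale factor was the same for all peaks of a library to within 0.0477%, and it was recovered from the counts. The deposited tables hold no FDR or p-value per peak. Folds and ranks are the authors' own values for a peak and are used to describe, rank or filter peaks. The separate lists of coordinates equal the tables' coordinates in all 164103 peaks. Length equals end minus start plus 1 in the tables, so coordinates were read as inclusive. They are printed as the files give them, and the start may differ by 1 base if the authors counted from 0.

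Peaks of different libraries were taken as shared when they had at least 1 base in common. Circular shifts of one list within the span of peaks on each chromosome, 100 for each pair, gave the overlap of unrelated positions. Overlapping peaks of all libraries were merged into regions. Pearson's r was computed across the regions called in at least 2 libraries on the log2 fold, with 0 where a library had no peak, and the libraries were joined by complete linkage on 1 minus r. This follows the idea of the study's correlation heat map, without the reads that a rerun of the original tool would need. Because all folds share 1 Input library, r was also computed after shuffling the library reads among the peaks of each list 100 times while the Input reads stayed in place. Regions are not replicates, so no p-value is given across them. A Mantel test over all orders of the 7 libraries, two-sided, compared the Jaccard index of each of the 21 pairs with the absolute log2 ratio of their peak numbers.

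The genome in use was NCBIM37, which is the build mm9, with the GENCODE vM1 annotation. No peak extended beyond its chromosome. A peak was assigned to a promoter when its centre lay within 1000 bases of an annotated transcription start site. Shares have 95% Wilson intervals, which cover counting error only. Marker lists for haematopoietic, stromal and endothelial cells, with 20 genes each, were written before they were tested. The number of listed genes with a peak was compared with 10000 random lists of protein-coding genes of like length. Sequences of regions were compared with the mitochondrial genome by blastn 2.17.0, keeping matches of at least 50 bases and 80% identity. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlaps were checked with bedtools 2.31.1 and sequences were read with samtools 1.23.1. The overlap step was tested on a simulated list made from 11576 well-separated merged ATAC4 peaks. Copies of 6874 of them were moved by a few bases, and copies of the others were placed beside them without overlap. Of the 6874 planted overlaps, 100% were recovered. That outcome was fixed by the design, so it checks the code only. The Mantel test gave a p under 0.05 in 4.5% of 200 simulated sets of noise.

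Items named in the text were fixed by rule before the data were examined. They are the 5 regions called in all libraries with the highest mean log2 fold, the best-ranked library-specific peak of each library, and the 3 best-ranked ATAC4 peaks shared with ATAC5 and absent from ATAC1. The genes are the sort markers *Cd24a*, *Entpd1*, *Icam1*, *Ly6a*, *Ly6c1* and *Pdgfra*, the lineage genes *Col2a1*, *Sox9*, *Alpl*, *Bglap*, *Adipoq* and *Pparg*, and the exclusion markers *Pecam1* and *Ptprc*.

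Alternatives covered the number of peaks, the overlap that counts as shared, the score and coefficient of the correlation, the regions it runs on, and the distance to a start site. For the alternative of equal peak number, the 15188 best-ranked peaks of each library were used, the number in the shortest list. The total reads of a library are not in the peak tables, so depth is known only as reads in peaks. A planned correlation of peak number with depth was left out for that reason and because the 7 peak numbers fall into separate sets. RNA-seq and single-cell data of the study were not analysed here, and ontology analysis of regions was not run.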

Results

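The study sorted mesenchymal stem cells of mouse bone marrow into 7 subpopulations and asked how their open chromatin differed. Peak lists of 7 ATAC-seq libraries, each called against the same Input, held 164103 peaks in total. With 1 library per title, every difference below is between libraries, without a replicate check.

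The number of peaks was highest in ATAC2 and lowest in ATAC7. ATAC2 had 32280 peaks, ATAC5 had 31479 and ATAC6 had 28969. ATAC1 had 24510, ATAC3 had 16027, ATAC4 had 15650 and ATAC7 had 15188. When only peaks with a fold over Input of at least 5 were kept, the largest change was in ATAC3, with 9848 peaks left. The median peak width lay between 159 bases in ATAC7 and 204 bases in ATAC3, and the outer regions had median widths from 428 to 480 bases. Peaks held a median of 111 to 169 library reads against 21 to 34 Input reads. The authors' median fold over Input was 10.9 in ATAC5, 10.1 in ATAC6, 9.27 in ATAC2, 7.89 in ATAC1, 6.13 in ATAC4, 5.97 in ATAC7 and 5.77 in ATAC3.

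Depth could be compared only within peaks. In the 8428 merged regions that were called in all 7 libraries, the reads in peaks summed to 5812837 in ATAC6, 5700480 in ATAC5, 4714898 in ATAC1, 3491538 in ATAC2, 3047618 in ATAC3, 2853489 in ATAC4 and 2561419 in ATAC7. These sums rest on 9254 to 9898 peaks per library, and they move with how wide the outer regions were called, from 4828905 bases covered in ATAC7 to 8435080 in ATAC5. The Input reads in them ranged accordingly from 426048 in ATAC7 to 624801 in ATAC5. Per 1000 bases, the median was 434 library reads in ATAC2 to 567 in ATAC6. The scaled ratio of the library to the Input sum, over these unequal stretches, was 15.6 in ATAC5, 15.0 in ATAC6, 10.3 in ATAC2 and ATAC1, 6.97 in ATAC4, 6.64 in ATAC7 and 6.51 in ATAC3.

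**Figure D1:**
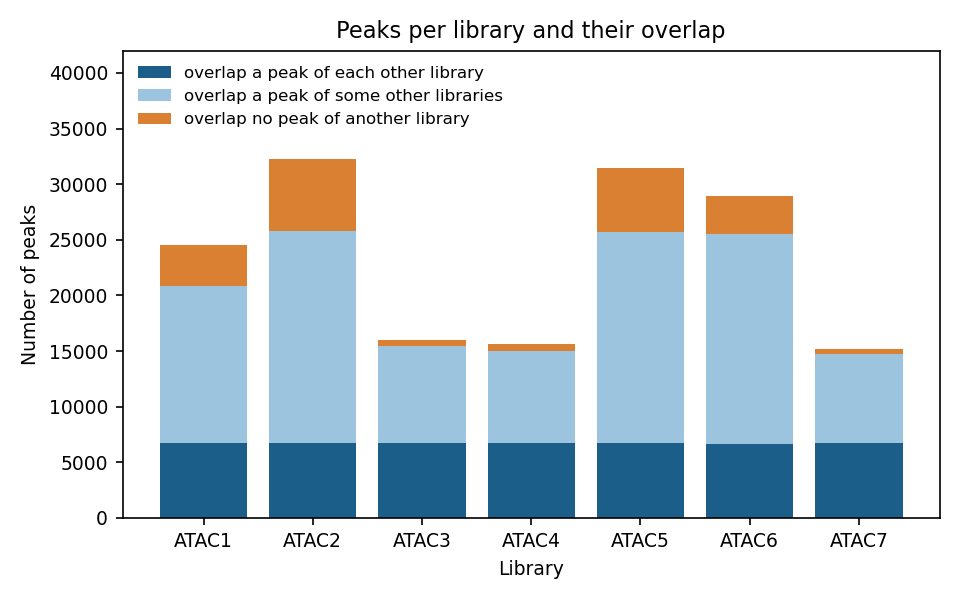
Number of peaks in each of the 7 libraries, with bars divided by overlap of at least 1 base with the other libraries. The peaks that overlap every other library number between 6649 and 6771, while those that overlap none range from 465 in ATAC7 to 6450 in ATAC2.

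The merged peaks formed 50683 regions. Of these, 20710 (40.9%) were called in 1 library and 8428 (16.6%) in all 7. The number of peaks that overlapped a peak of each other library was nearly constant, from 6649 in ATAC6 to 6771 in ATAC4. They made up 20.7% of the ATAC2 list and 44.1% of the ATAC7 list. With the regions limited to peaks of a fold of at least 5, 4929 regions were called in all libraries.

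To ask which libraries had alike chromatin, the lists were compared in 21 pairs. The share of the shorter list that overlapped the longer one was highest for ATAC1 and ATAC4, at 80.3% of ATAC4 peaks, and lowest for ATAC1 and ATAC2, at 58.1% of ATAC1 peaks. The median over the pairs was 73.0%. Shifted lists overlapped in at most 0.661%. A requirement of 50% reciprocal overlap moved the median most, to 38.6%. The Jaccard index, which counts shared bases over covered bases, was highest for ATAC3 and ATAC4 (32.1%) and lowest for ATAC4 and ATAC5 (18.7%), with a median of 23.6%.

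The correlation of log2 fold across 29973 regions called in at least 2 libraries gave a wider spread. Pearson's r was 0.652 for ATAC3 and ATAC4 and 0.0218 for ATAC1 and ATAC2, with a median of 0.327. After shuffling of reads with the shared Input in place, the median r of the same pairs was 0.379 for ATAC3 and ATAC4 and -0.103 for ATAC1 and ATAC2. The shuffle also kept which regions had a peak in each library, so these 2 values do not isolate the effect of the shared Input. All 21 values of r are across regions and include regions without a peak in one library. Over regions called in both libraries of a pair only, r lay between 0.776 and 0.878, against shuffled medians from 0.391 to 0.466. This alternative moved the median r most, to 0.829. Complete linkage joined ATAC3 and ATAC4 first, then ATAC1 and then ATAC7. ATAC2 and ATAC6 were joined with ATAC5, and the last step joined these 3 libraries with the other 4. Average linkage gave the same steps. With equal peak numbers, ATAC1 and ATAC4 had the highest r (0.650), and the smaller branch of the last step held ATAC1, ATAC3 and ATAC4.

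**Figure D2:**
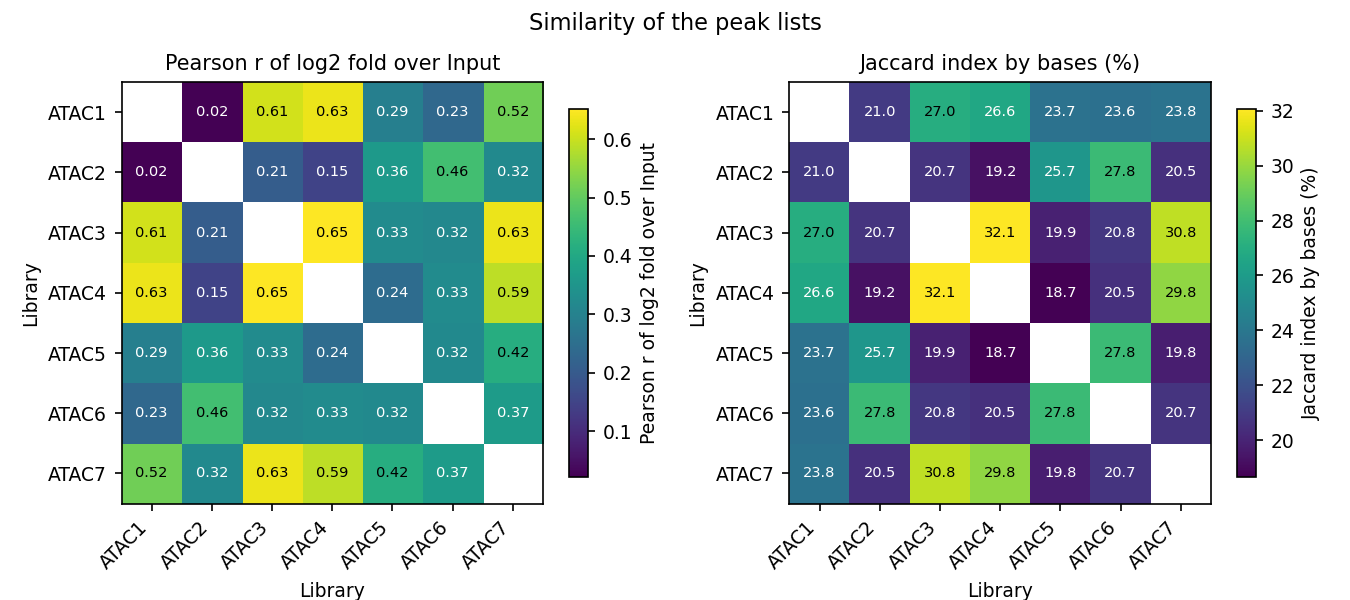
Pearson's r of log2 fold over Input (left) and Jaccard index in percent (right) for each pair of the 7 libraries, with libraries on both axes. ATAC3 and ATAC4 have the highest value in both panels, 0.652 and 32.1%, and r is lowest for ATAC1 and ATAC2.

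Pairs with alike peak numbers had more alike lists. The Mantel r between the Jaccard index and the absolute log2 ratio of peak numbers was -0.856 (exact permutation p = 0.00734, two-sided, 21 pairs of 7 libraries). Spearman's rho was -0.894 (exact permutation p = 0.00357). Without ATAC4 and ATAC7, the libraries farthest from the median peak number, r was -0.740 over 10 pairs (exact permutation p = 0.0167). The peak numbers are not spread evenly, since 3 libraries lay between 15188 and 16027 and 3 between 28969 and 32280, so r mostly contrasts pairs within these ranges with pairs across them. Of the planned tests across libraries, only this Mantel test was run. With the share of the shorter list as the measure, r was 0.656 (exact permutation p = 0.0234), the opposite direction, since a longer list covers more of a shorter one. The Jaccard index in turn cannot be high when 1 list is much shorter, so part of its negative r is built in. With equal peak numbers, r was -0.675 (exact permutation p = 0.0226). With the score correlation as the similarity, r was -0.375 (exact permutation p = 0.0611).

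Library-specific peaks, which shared no base with a peak of any other library, addressed whether a population had open regions of its own. ATAC2 had 6450 such peaks (19.98%, 95% Wilson interval 19.5 to 20.4) and ATAC5 had 5773 (18.3%, 17.9 to 18.8). ATAC1 had 3669 (15.0%, 14.5 to 15.4) and ATAC6 had 3484 (12.03%, 11.7 to 12.4). ATAC4 had 617 (3.94%, 3.65 to 4.26), ATAC3 had 585 (3.65%, 3.37 to 3.95) and ATAC7 had 465 (3.06%, 2.80 to 3.35). At equal peak number the counts became alike, from 1071 in ATAC6 to 1225 in ATAC7, with ATAC2 higher at 1817. The demand for 50% reciprocal overlap moved the total most, from 21043 to 57988. When peaks within 500 bases counted as shared, the total was 13242 and ATAC4 kept 113.

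The best-ranked library-specific peak lay near a start site in each library, and in each library another library had a peak at most 675 bases away. In ATAC1 it was chromosome 2, 154616830 to 154617042 (mm9), in an untranslated region of *Raly*, with 1881 reads against 144 Input reads, and an ATAC4 peak began or ended 72 bases away. In ATAC4 it was chromosome 9, 13631600 to 13631930, between genes and 214 bases from a start site of *Cep57*, with 1466 reads against 129 Input reads, and an ATAC5 peak lay 8 bases away. The best specific peaks of ATAC2 (chromosome 8, 4677497 to 4677807) and ATAC6 (chromosome 8, 4677822 to 4677938) were both in a coding exon of *Gm7461* and 14 bases apart. The ATAC3 peak (chromosome 14, 120877145 to 120877481) was 353 bases from a start site of *Rap2a*. The ATAC5 peak (chromosome 17, 88464839 to 88464926) was 251 bases from one of *Fbxo11*, and the ATAC7 peak (chromosome 4, 151235995 to 151236217) was 121 bases from one of *Camta1*. These 3 were between genes.

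The study looked for regions open in clusters 4 and 5 and closed in cluster 1 as marks of an immature state. Among the 15650 ATAC4 peaks, 3078 (19.7%, 95% Wilson interval 19.1 to 20.3) had no overlap with ATAC1. Of the ATAC4 peaks, 1193 (7.62%, 7.22 to 8.05) overlapped ATAC5 and not ATAC1. With peaks within 500 bases counted as shared, the count was 453. Of the 1193, 1090 (91.4%) also overlapped a peak of ATAC2, ATAC3, ATAC6 or ATAC7. Their median fold was 5.85, against 6.13 for all ATAC4 peaks, and 33.9% were in the better-ranked 50% of the ATAC4 list. A start site lay within 1000 bases of 855 (71.7%, 69.0 to 74.2), and 338 were elsewhere. The same count was made for each of the 210 ordered choices of 3 libraries and ran from 1166 to 10222, and only 1 choice had fewer than 1193. That choice was the same 3 libraries counted from the ATAC5 list. From the highest, the choice of ATAC4 and ATAC5 without ATAC1 ranked 175 of 210 by percent of the list. At equal peak number its count was 1253 and ranked 192.

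The 3 best-ranked of these peaks were between genes and near start sites. The peak on chromosome 12, 119540502 to 119540637, had rank 3 in ATAC4 with 2504 reads against 168 Input reads and had 4792 reads in ATAC5. It was 656 bases from a start site of *Sp4*, and the nearest ATAC1 peak was 308323 bases away. The peak on chromosome 15, 102236200 to 102236630, had rank 27 and 2150 reads against 142 Input reads. It was 159 bases from a start site of *Sp1*, and the nearest ATAC1 peak was 5963 bases away. The peak on chromosome 3, 142545133 to 142545415, had rank 41 and 1611 reads against 162 Input reads. It was 185 bases from a start site of *9530052C20Rik*, and an ATAC1 peak with rank 56 and 2668 reads lay 66 bases away. The outer region of that ATAC1 peak began at the same base as that of the ATAC4 peak, 142543779.

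**Figure D3:**
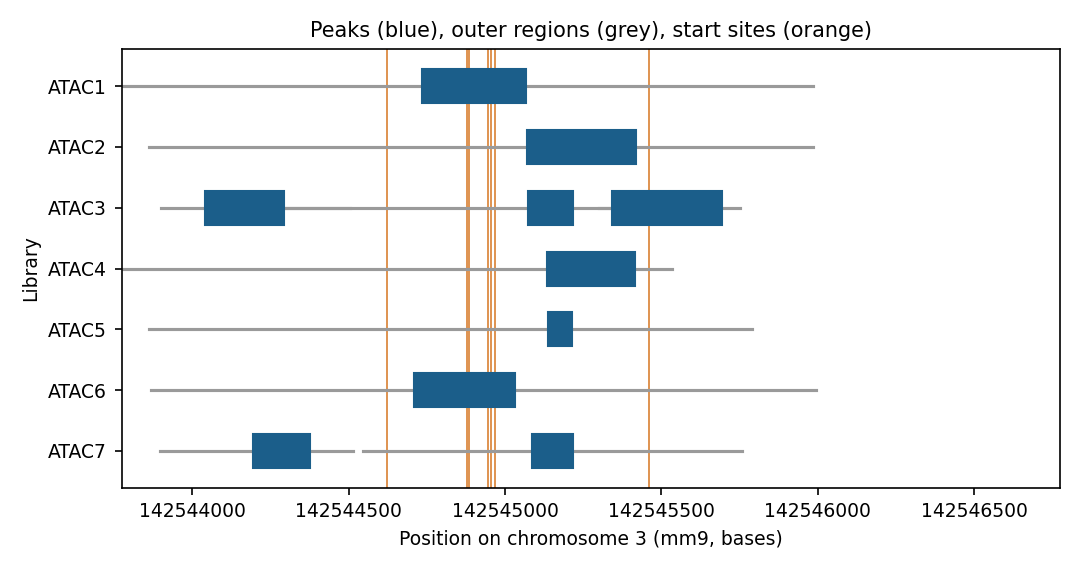
Peaks of the 7 libraries (blue boxes), their outer regions (grey lines) and annotated start sites of *Pkn2* and *9530052C20Rik* (orange lines) on chromosome 3 of mm9, with position in bases on the horizontal axis and libraries on the vertical axis. The ATAC1 peak ends at 142545066 and the ATAC4 peak starts at 142545133, while both outer regions start at 142543779.

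The regions called in all libraries with the highest mean log2 fold had few or no Input reads. The first was chromosome 2, 22445198 to 22445361, in an intron of *Myo3a* and 112 bases from a start site of *Gm13340*. It had 544 reads in ATAC4 to 1377 reads in ATAC5 and 0 Input reads, and its sequence matched the mitochondrial genome. The second was chromosome X, 67638280 to 67639427, between genes and 199 bases from a start site of *1110012L19Rik*, with 84 reads in ATAC3 to 201 in ATAC2 and 0 Input reads. The next was chromosome 19, 8787444 to 8788647, in a coding exon of *Slc3a2*, where the Input count was 43 in the ATAC1 peak, 2 in the ATAC6 peak and 0 in the others. The fourth (chromosome 3, 135394078 to 135394725) was between genes and 4099 bases from a start site of *Gm9799*, and the fifth (chromosome 5, 31754337 to 31754893) was 194 bases from one of *Zfp512*. The peaks in these last regions had 0 to 5 Input reads. Where a peak has 0 Input reads, its fold is set by the offset of 0.01 and has no order.

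The share of peaks at promoters differed between libraries beyond the intervals. It was 75.7% in ATAC4 (95% Wilson interval 75.03 to 76.4), 74.1% in ATAC3 (73.4 to 74.8), 71.9% in ATAC7 (71.2 to 72.6) and 58.7% in ATAC1 (58.1 to 59.4). It was 50.4% in ATAC6 (49.8 to 51.0), 47.9% in ATAC5 (47.3 to 48.4) and 46.6% in ATAC2 (46.1 to 47.1). The most promoter peaks in a library were 1.38 times the fewest, and the most other peaks were 4.53 times the fewest. At equal peak number the shares ranged from 67.4% in ATAC2 to 77.0% in ATAC4, and the difference fell from 29.1 to 9.60 percentage points. This alternative moved the ATAC2 share most. Of the regions called in all libraries, 85.7% (84.9 to 86.4) were at promoters, against 26.9% (26.3 to 27.5) of those called in 1 library.

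**Figure D4:**
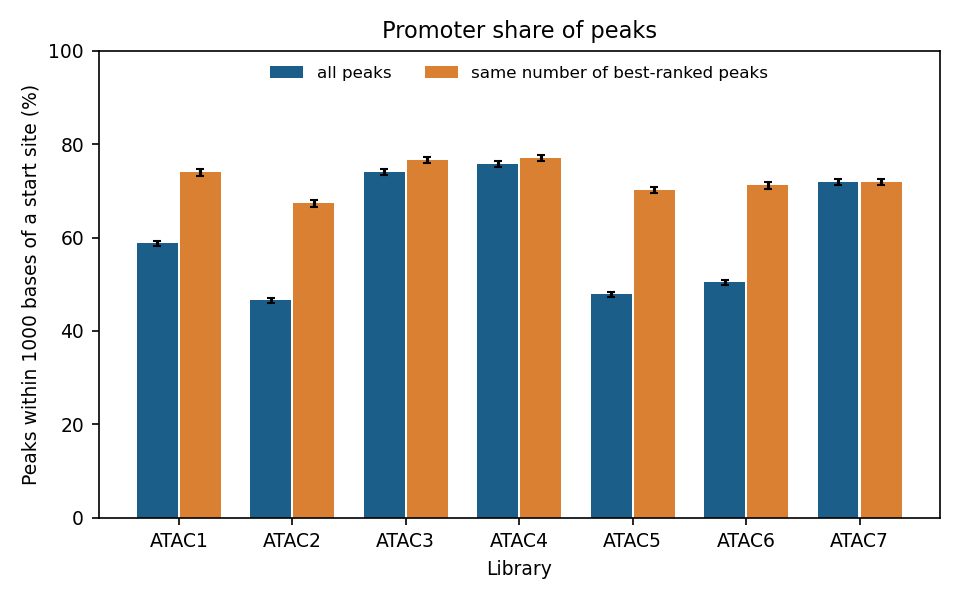
Percent of peaks with their centre within 1000 bases of a start site in each library, for all peaks (blue) and for the 15188 best-ranked peaks (orange), with 95% Wilson intervals as error bars. The shares span 46.6% to 75.7% with all peaks and 67.4% to 77.0% at equal number.

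Among the sort markers, *Cd24a* (chromosome 10, 43298975 to 43304068) and *Entpd1*, which encodes CD39 (chromosome 19, 40686856 to 40816092), had a peak within 1000 bases of a start site in all 7 libraries. The fold of the best *Cd24a* peak ranged from 5.52 in ATAC7 to 12.4 in ATAC6, and that of *Entpd1* from 5.77 in ATAC4 to 18.0 in ATAC5. *Icam1*, the gene for CD54 (chromosome 9, 20820404 to 20833241), had such a peak in ATAC1, ATAC5, ATAC6 and ATAC7. *Pdgfra* (chromosome 5, 75548316 to 75594229) had one in 5 libraries and none in ATAC1 or ATAC3. Its best peak had rank 15179 of 15650 in ATAC4 with 47 reads. *Ly6a*, which encodes Sca-1, and *Ly6c1* had no start-site peak in any library. A missing peak means that none was called at the authors' threshold, which does not exclude weaker accessibility.

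Of the lineage genes, *Sox9* (chromosome 11, 112643538 to 112649074) had a start-site peak in 5 libraries and none in ATAC3 or ATAC4. *Col2a1* (chromosome 15, 97806033 to 97835155) had one in ATAC2, ATAC5 and ATAC6, *Alpl* (chromosome 4, 137297648 to 137352299) in ATAC5 and ATAC6, and *Pparg* (chromosome 6, 115311239 to 115440419) in ATAC5. *Bglap* and *Adipoq* had none. The exclusion marker *Pecam1*, which encodes CD31 (chromosome 11, 106515531 to 106611942), had a start-site peak in ATAC5, with 56 reads against 7 Input reads. *Ptprc*, which encodes CD45 (chromosome 1, 139959438 to 140071882), had one in ATAC1, ATAC3, ATAC5 and ATAC7, with 58 to 84 reads against 0 to 2 Input reads.

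**Figure D5:**
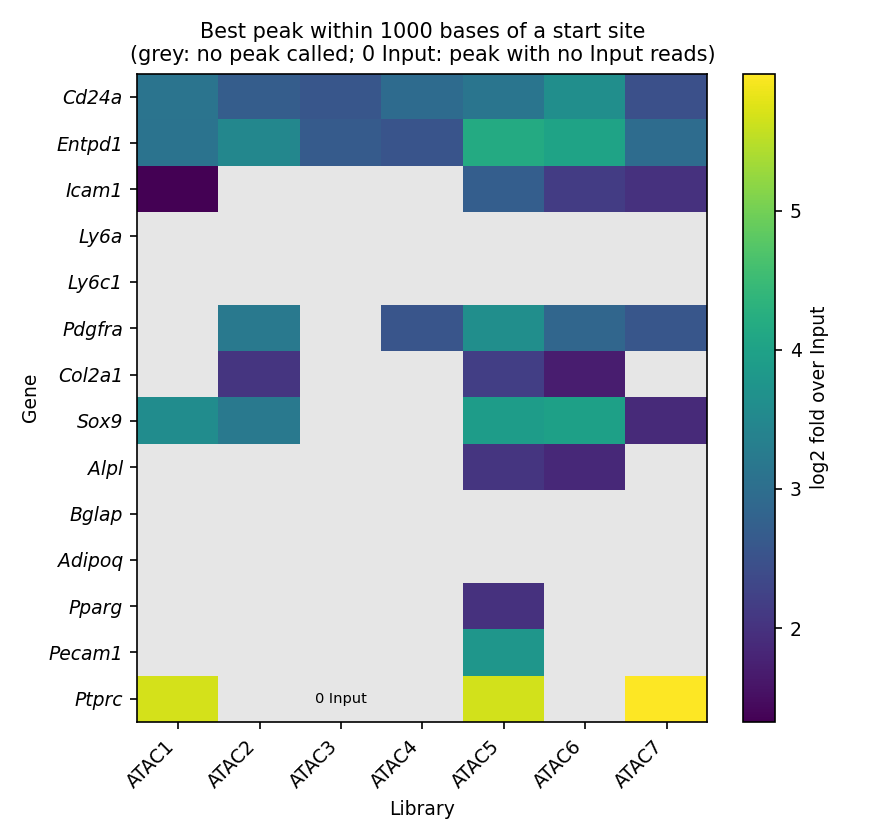
Log2 fold over Input (color) of the best-ranked peak within 1000 bases of a start site for 14 genes (vertical axis) in the 7 libraries (horizontal axis), with grey where no peak was called. *Cd24a* and *Entpd1* have a peak in all 7 libraries, and the *Ptprc* peak of ATAC3 has 0 Input reads and no color.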

Values the study reported

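The study counted 576 regions as open in both cluster 4 and cluster 5 and closed in cluster 1. It found no open regions specific to cluster 4, and wrote that its search for cluster-specific ones had failed. By peak intensity it placed clusters 1, 3, 4 and 7 in one group and 2, 5 and 6 in the other, and within the former it found cluster 4 nearest to cluster 1. Peaks were kept at an FDR under 0.01. From single-cell RNA data, the study described haematopoietic features of clusters 3 and 4. Its pathway analysis proposed myeloid differentiation for clusters 1 and 4, and linked cluster 2 with haematopoiesis and cluster 5 with immune cells.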

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

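The alternatives of fold of at least 5, outer regions, half-open coordinates, omission of peaks without Input reads, library reads without Input, and for the Mantel test Spearman's rho and the omission of 2 libraries were chosen after seeing the data. The others were fixed before the data were examined. The planned FDR limit of 0.001 was not run, because the tables hold no FDR per peak, and the planned correlation of peak number with depth was not run. Under the half-open reading, the pairwise overlap medians, the library-specific counts and the counts of ATAC4 peaks not in ATAC1 were recomputed with bedtools and stayed within the limits given here, with 1206 in place of 1193 for the ATAC4 and ATAC5 peaks not in ATAC1. Leaving out peaks without Input reads kept the median r within its interval and the branch at 3 libraries. No paired analysis was possible because each title has 1 library. Changes of medians over pairs were judged against 95% intervals from resampling chromosomes, which are narrow. Counts were taken as changed when they differed by more than 1.5 times.

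Fold of at least 5: ATAC3 kept 9848 peaks, ATAC4 10314 and ATAC7 9654, and the other 4 libraries changed by less than 1.5 times. The median share of the shorter list was 73.9%, the median Jaccard index 20.4% and the median r 0.304. The count shared by ATAC4 and ATAC5 and not in ATAC1 was 745, and 4929 regions were called in all libraries. The promoter share was 73.5% in ATAC4 and 43.6% in ATAC2. Fewer peaks enter by construction.

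Equal peak number: the median share of the shorter list was 67.9%, the median Jaccard index 29.9% and the median r 0.402. Library-specific peaks summed to 8710. The promoter share was 77.0% in ATAC4 and 67.4% in ATAC2. The count shared by ATAC4 and ATAC5 and not in ATAC1 went from 1193 to 1253 and the regions called in all libraries from 8428 to 7480, both within 1.5 times. The Mantel test stayed past 0.05 (r = -0.675, exact permutation p = 0.0226).

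Overlap rule: with 50% reciprocal overlap, the median share of the shorter list was 38.6% and library-specific peaks summed to 57988, while the ATAC4 and ATAC5 count not in ATAC1 rose to 1733. Within 500 bases, library-specific peaks summed to 13242 and the ATAC4 and ATAC5 count fell to 453. With outer regions that count was 481. With centres within 200 bases it was 1022, within 1.5 times.

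Correlation: the median r was 0.684 with ranks in place of folds, 0.437 with Spearman's rho, 0.407 over regions called in at least 1 library, 0.829 over regions called in both libraries, and 0.444 for library reads without Input. The size of the smaller branch did not change by over 1.5 times. It held ATAC2, ATAC5 and ATAC6 in all settings except equal peak number, where it held ATAC1, ATAC3 and ATAC4, and regions called in at least 1 library, where it held ATAC2 and ATAC6. The cause was not tested.

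The Mantel r was -0.375 with the score correlation as similarity (exact permutation p = 0.0611), no longer past 0.05. With the share of the shorter list it reversed to 0.656 (exact permutation p = 0.0234), which follows from that measure's construction. Over its alternatives p ranged from 0.00357 to 0.0611. The promoter share within 5000 bases was 84.2% in ATAC4 and 58.7% in ATAC2, a wider window by construction.

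Of 72 further values under alternatives, for single libraries or pairs, 42 moved and 30 did not. Where library and Input reads are few, as at *Ptprc*, the depth may limit the call of a single peak, which was not tested.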

Other observations

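The tests on peak boundaries of library-specific peaks and of the ATAC4 and ATAC5 peaks, the fit of the 210 choices on peak numbers, and the tests on the scale factor, on Input reads by GC content and by library reads, and on the chromosome 2 region were chosen only after the result was seen. No group in the labels names a biological difference between the libraries, so no biological explanation was tested apart from the lists of marker genes below.

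The count of ATAC4 peaks shared with ATAC5 and absent from ATAC1 was 1193. That is higher than the value quoted from the study above. The comparison assumes that ATAC1, ATAC4 and ATAC5 hold the clusters of the same numbers, which the labels do not state. Its direction also depends on the overlap rule. With 50% reciprocal overlap the count was 1733, also higher, while within 500 bases it was 453 and with outer regions 481, both lower. Of the 1193 peaks, 854 (71.6%) had an ATAC1 peak within 500 bases, and 844 (70.7%) had an outer region that overlapped an outer region of ATAC1. For most of the set, a difference in where the peak caller placed peak edges inside a shared wide region is therefore a candidate explanation, and a difference in accessibility remains open for the 339 others. Peak number was weighed too. A fit of all 210 ordered choices on the 3 peak numbers gave 2399 for this choice. The residual of the observed count was at percentile 0.476 of the choices, so the count was lower than this fit on peak numbers gives. At equal peak number it was less extreme, with a count of 1253 at rank 192 of 210 from the highest. The choices share libraries and are not independent.

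The same holds in part for library-specific peaks. In ATAC7 82.4% of them, in ATAC4 81.7% and in ATAC3 74.4% had a peak of another library within 500 bases. The shares were 44.4% in ATAC6, 33.5% in ATAC5, 33.1% in ATAC1 and 27.6% in ATAC2. Over all 7 libraries it was 37.1%, which argues against edges as the whole cause. Weak peaks near the calling threshold remain a candidate explanation. At most 25.6% of the specific peaks of a library, in ATAC7, were in the better-ranked 50% of its list, and the lowest share was 6.13% in ATAC1. Their median fold was lower than that of other peaks in 6 libraries, but not in ATAC2 (9.33 against 9.27). The study, as given above, found no cluster-specific regions, while every library had specific peaks here. Its rule for a specific region is not stated, so these counts cannot be set directly against that result.

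A total of 2363 regions were called in 6 libraries and not in the remaining one, from 96 missing in ATAC1 to 650 missing in ATAC7. By mean log2 fold, 36.2% lay above the median of the regions called in all 7, from 23.1% of those missing in ATAC7 to 52.1% of those missing in ATAC1. This argues against weak peaks near the threshold as the whole cause. By rank, a measure chosen after that result, 14.6% were among the best 50% of 15188 peaks in each of the 6 libraries, against 50.2% to 54.6% of the regions called in all 7. The pooled share is weighted to ATAC7 (6.15%), ATAC4 (4.84%) and ATAC3 (10.97%), which miss the most regions. It was 26.0% for ATAC1, 28.7% for ATAC2, 32.4% for ATAC6 and 40.5% for ATAC5, so weakness may account for a part that differs between libraries. Peak edges were argued against as the main cause, since 18.3% had a peak of the remaining library within 500 bases, from 8.35% in ATAC4 to 42.6% in ATAC6. Left over were 164 regions, 10 to 56 per library, that ranked this high in 6 libraries and had no peak within 500 bases in the other. Their cause was not tested. The *Sp4* peak, which had rank 3 in ATAC4 and 4792 reads in ATAC5, also had no ATAC1 peak within 500 bases. It is not one of these regions, since it was shared by ATAC2, ATAC4 and ATAC5 only.

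Likeness in peak number and likeness of lists by the Jaccard index went together. If the number of peaks were the whole cause, equal numbers of best-ranked peaks would remove the relation, but the Mantel r with the original difference in peak number was still -0.675 (exact permutation p = 0.0226). By the Jaccard index, 2 of 7 libraries changed their nearest library at equal number, and ATAC4 moved from ATAC3 to ATAC1. Library quality and cell state were not tested and both stay open. The promoter share behaved alike. At equal number the gap between libraries was 9.60 percentage points, still beyond the intervals, so peak number was not the whole cause.

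Libraries with more peaks did not look deeper at equal enrichment. The authors' scale factor, which multiplies library reads to match Input, should be smaller in a deeper library. It was 1.58 in ATAC2, 1.71 in ATAC5 and 1.57 in ATAC6, against 1.23 in ATAC1, 1.13 in ATAC4, 1.10 in ATAC7 and 1.01 in ATAC3. These values argue against depth alone. A higher share of reads in open chromatin is an untested alternative.

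Marker genes were examined with 3 lists, and percentiles are among random gene lists. Of the 20 haematopoietic genes, 19 were in the annotation. A non-promoter peak in or within 10000 bases of the gene was present for 12 of 19 in ATAC1 (percentile 99.995), 7 in ATAC4 (99.7) and 6 in ATAC3 (98.9). ATAC7 was at 96.4, ATAC5 at 94.1, ATAC6 at 61.5 and ATAC2 at 41.7. At equal peak number the percentiles were 98.6 in ATAC1, 99.8 in ATAC4 and 97.2 in ATAC3. The stromal list ran from percentile 14.6 in ATAC3 to 99.9 in ATAC5, with 98.7 in ATAC2, 97.1 in ATAC6, 95.2 in ATAC1, 61.9 in ATAC7 and 35.7 in ATAC4. The endothelial list reached 99.5 in ATAC1, 98.6 in ATAC2 and 98.1 in ATAC5 and was lowest in ATAC4 at 34.6. At equal peak number the stromal list fell to 73.9 in ATAC5, 74.1 in ATAC2, 60.5 in ATAC1 and 50.4 in ATAC6, and the endothelial list to 91.2 in ATAC1 and 94.5 in ATAC5, while it was at 99.5 in ATAC2. For peaks at start sites, no list passed percentile 66.3 in any library, and many percentiles were very low. The endothelial list lay between 0 and 0.755, and the stromal list ran from 0.03 in ATAC4 to 57.1 in ATAC5. The random lists were matched for gene length only, so they may differ from marker genes in other ways, which limits all these percentiles. No gene is on more than 1 list, and 1 gene of each is also in the study's panel. Cells of the blood lineage among the sorted cells may contribute to ATAC1, ATAC3 and ATAC4, and the list does not separate ATAC7 from ATAC3. Start-site peaks were present for 9 of the 19 genes in ATAC1 (percentile 28.3), 10 in ATAC3 (66.3), 5 in ATAC4 (2.82) and 3 in ATAC7 (0.36). The *Ptprc* start-site peak had 84 reads in ATAC1 and 70 in ATAC3, but such a peak was also called in ATAC5 (60 reads) and ATAC7 (58 reads), and a non-promoter *Ptprc* peak was called in all 7 libraries. This gene therefore does not set ATAC1, ATAC3 and ATAC4 apart, and these values do not give the share of such cells. Chromatin of the sorted cells that is itself open at these genes would look the same and stays open, and expression was not analysed here. The study itself described blood-related expression in several clusters, as given above. That bears on this alternative only if titles and clusters match in number. In ATAC1 and ATAC3 no *Pdgfra* start-site peak was called, although the cells of the study were sorted for its product.

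Peaks with 0 Input reads formed 197 regions. Copies of mitochondrial DNA in the nuclear genome matched 1 of them (0.508%), which argues against this source for the set. The exception was the chromosome 2 region with the highest mean fold, which matched the mitochondrial genome at 98.8% identity over 165 aligned bases. Reads from mitochondria are a candidate source of that peak. Among all 50683 regions there was 1 further match, on chromosome 1, 24619527 to 24619655, at 99.2% identity over 129 bases. Why the other regions lack Input reads was not tested.

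Input itself was not flat. Input reads per 1000 bases were 1.81 to 2.08 times higher at promoter peaks than at other peaks of the same library. Within 10 classes of GC content the median ratio was 1.09 to 1.11, and within 10 classes of library reads it was still 1.29 to 1.67. GC content is thus a candidate explanation for most of the difference, and selection of read-rich regions by the peak caller was argued against as the whole cause. Folds at promoters may be lowered by this, relative to other peaks.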
